A study of Mus musculus with 36 samples. Its data were reported in "B1 SINE-binding ZFP266 impedes mouse iPSC generation through suppression of chromatin opening mediated by reprogramming factors" (2023).

How the data were processed

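Messenger RNA was sequenced from 36 mouse libraries in 12 groups of 3 replicates, formed by 6 stages and 2 genotypes. The stages were mouse embryonic fibroblasts (MEFs), reprogramming at days 3, 5 and 7, induced pluripotent stem cell (iPSC) clones and embryonic stem cells (ESCs). Genotypes were wild-type (WT) cells and Zfp266 knockout (KO) cells. Per the labels, MEFs and reprogramming cells received a lentivirus with a non-targeting or a Zfp266 guide RNA in cells that express Cas9, so a KO library from these stages was a population of edited cells. The KO iPSCs and KO ESCs were single-cell clones whose genotype the authors checked. Reprogramming was induced with doxycycline, which turned on a transgene with Oct4, Sox2, Klf4 and Myc, and cells expressing the transgene were sorted before RNA extraction. Groups and replicate numbers were taken from the sample titles.

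The deposited count table held raw read counts per gene, in whole numbers. The authors removed adapters with Cutadapt, joined the runs of each sample, mapped reads to GRCm38 with STAR and assigned them to genes with Rsubread. The libraries were made with a stranded kit, but whether the counting used the strand was not stated, nor was the annotation release or the rule that left 21442 genes in the table. The deposited normalised signal table was the counts divided by one size factor per library. The largest relative difference from counts over DESeq2 median-ratio factors was 4.98e-15, so the normalised counts used here equal those of the authors. The authors also deposited a log2 fold change, a p-value and an FDR per gene for each of the 6 KO against WT comparisons, from DESeq2 with stage and genotype merged into 1 factor. These tables served only for a check of the fit. The authors' log-transformed matrix was not used here, because it was corrected for library preparation batches that the labels do not give.

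Total counts ranged from 19224103 in MEF WT replicate 1 to 39610939 in D5 KO replicate 3. A gene with no read in a library could still have had up to 3 reads at 95% confidence, which is 2.31 to 5.22 normalised counts depending on the library. Intervals and such floors cover counting error only, since reads carry no molecular identifiers. Replicates differed by 3.16 to 107 times the variance that counting alone gives over the 36 within-group pairs, so no pair was a copy of the same library. The Ensembl identifiers of 21417 of 21442 genes (99.9%) were found in the mouse GENCODE annotation of GRCm38, which supplied positions, exons and overlaps, and 21390 genes had a GC content and exon length.

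Differential expression was computed from the raw counts with DESeq2 1.42.0 in R 4.3.3. A single factor with 12 levels was fitted to all 36 libraries, following the methods of the study, with median-ratio size factors, the Wald test, default independent filtering and log2 fold changes (log2FC) without shrinkage. DEGs are genes with Benjamini-Hochberg FDR < 0.05 and log2FC > |1|. Genes without an FDR were left out of counts. The number of shared DEGs between the deposited tables and this fit was 4 in MEFs, 24 at day 3, 205 at day 5, 1753 at day 7, 941 in iPSCs and 184 in ESCs. The deposited tables give 4, 24, 222, 1761, 956 and 206 DEGs. Their FDR covers all genes, with none missing, while here independent filtering left out 422 to 5411 genes in these comparisons. ESC-associated genes were those higher in WT ESCs than in WT MEFs by the same thresholds, and MEF-associated genes those lower. Differences between KO effects at 2 stages were tested as interaction contrasts of the same fit. On counts simulated from the real means and library sizes with 200 changed genes among 21442, DESeq2 recovered 198 (99.0%) with 5 false calls, and edgeR recovered 197 with 4 false calls. Recovery was counted by FDR alone and false calls by both thresholds. All groups shared 1 dispersion per gene. The changed genes had a WT mean of at least 50 at day 5 and changes above the log2FC threshold. Of the real DEGs, 632 of 1760 at day 7 and 451 of 948 in iPSCs had a mean below 50. Recovery of such genes was not tested.

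Each library was placed on a MEF-to-ESC axis. The log2 of normalised counts plus 1 of the ESC- and MEF-associated genes was projected on the difference between the WT ESC and WT MEF means, scaled to 0 at the WT MEF mean and 100 at the WT ESC mean. Positions were compared with a two-sided exact permutation test, whose smallest p is 0.1 for 3 against 3 libraries. For the 3 days together the labels were permuted within days. Shares of DEGs were set against all genes with an FDR in the comparisons involved, with a two-sided Fisher's exact test across genes. Genes are not independent replicates, so those p-values and the Clopper-Pearson 95% intervals of shares are descriptions.

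The genes named were Zfp266, 8 of the genes the study names from these samples (Piwil2, Dppa5a, Nanog, Esrrb, Dppa2, Tcl1, B3gnt3 and Snx20), and per comparison the 5 DEGs with the lowest FDR among those whose KO and WT libraries did not overlap. Other named genes were chosen after their values were seen, and this is said where they appear. Gene lists were written for pluripotency, fibroblast, epithelial, p53 target, imprinted and interferon response genes. The 4 factors of the transgene were left out of them, since reads from the transgene and the endogenous genes cannot be told apart in gene counts. Groups, tests, thresholds, the naming rule, these lists and most alternatives were chosen before the data were examined.

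Whether replicate numbers pair KO and WT libraries was checked by correlating the deviations of same-numbered libraries from their group means over 14637 genes with a mean of at least 50 normalised counts. At day 3 the 3 pairs gave 0.101 to 0.456 across genes, and at day 7 they gave 0.172 to 0.392, so the numbers were taken to pair the libraries at those days. Libraries with different numbers gave -0.377 to 0.126 at day 3, so the lowest pair was not apart from them. At day 7 they gave -0.361 to -0.00933. At day 5, not taken as paired, they gave -0.227 to 0.0160, below all 3 pairs (0.0897 to 0.268), so pairing at day 5 stays open. The pairing is read from the values, since the labels state no shared batch or day. The alternatives chosen beforehand were edgeR 4.0.16 quasi-likelihood tests, TMM size factors, a filter on low counts, no fold-change threshold or one inside the Wald test, fits of the compared groups only, a replicate block, other settings of the axis, and leaving out each library in turn. Alternatives chosen after seeing the data were no independent filtering with no Cook's cutoff, a correction for GC content and length, the same with the replicate block, and a fit without chromosome 8 genes. Gene ontology enrichment was not done, for lack of the term database.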

Results

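The data were read counts per gene in 36 RNA-seq libraries of Zfp266 KO and WT mouse cells. Zfp266 encodes a zinc finger protein, and the series asks how its loss changes expression before, during and after reprogramming of MEFs to iPSCs. MEFs are cultured fibroblasts from embryos, and ESCs are the pluripotent cells that iPSCs are meant to resemble. Each of the 12 groups had 3 libraries. Mean totals were 24139648 counts (SD 6480063, n = 3) in WT MEFs, the shallowest group, and 34047041 (SD 1781638, n = 3) in KO cells at day 3, the deepest. The most abundant gene took at most 1.80% of a library, which was CT010467.1 in D7 WT replicate 1.

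The Zfp266 transcript (ENSMUSG00000060510) comes from the minus strand of chromosome 9, from 20495068 to 20521417 in GRCm38, with 10 merged exons. It was present in every library. WT and KO MEFs had 2949 ± 136 and 3200.0 ± 114 normalised counts (mean ± SD, n = 3 per group). At day 3 the means were 1531 ± 99.9 in WT and 1910 ± 122 in KO, at day 5 1422 ± 137 and 1620.0 ± 103, and at day 7 1468 ± 58.1 and 1537 ± 31.4. The iPSCs had 2647 ± 151 in WT and 2019 ± 170 in KO, and the ESCs had 2363 ± 109.7 and 2127 ± 138. The log2FC of KO over WT was 0.12 in MEFs (DESeq2 FDR 0.717), 0.32 at day 3 (FDR 0.00883), 0.19 at day 5 (FDR 0.124) and 0.07 at day 7 (FDR 0.578). In iPSCs it was -0.39 (FDR 9.95e-06) and in ESCs -0.15 (FDR 0.197). The rise at day 3 did not pass the threshold with edgeR (FDR 0.0834), without D3 WT replicate 1 (DESeq2 FDR 0.175) or without D3 KO replicate 2 (DESeq2 FDR 0.240). In iPSCs and ESCs all 3 KO libraries were below all 3 WT libraries. Guide-directed indels change the sequence of a transcript and need not change its count, so these values do not measure the loss of the protein. They give no sign against any label.

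To ask when the KO alters expression, KO and WT were compared at each stage. There were 4 DEGs in MEFs, 26 at day 3, 210 at day 5 and 1760 at day 7 of reprogramming. In iPSCs 948 DEGs were found and in ESCs 204. FDR alone gave 9, 79, 1265, 6177, 3436 and 1706 genes in the same order. In fits of only the compared groups, FDR alone gave 5, 308, 2301, 6539, 615 and 2461. There the count in iPSCs was below that in ESCs, so which of these stages had more such genes depended on the fit. Replicates varied more in iPSCs (median within-group SD 0.199 on the log2 scale) than in ESCs (0.113). The main fit used 1 dispersion per gene for all groups. The fold-change threshold inside the Wald test left 0, 2, 9, 132, 22 and 2 genes. In all 4 MEF DEGs and all 26 day 3 DEGs, the KO and WT libraries did not overlap, and this held for 201 DEGs at day 5 (95.7%), 1672 at day 7 (95%), 687 in iPSCs (72.5%) and 193 in ESCs (94.6%). Choosing DEGs by their difference favours such a separation, so these shares are a description. Leaving out single libraries moved some counts by more than 1.5 times. The MEF count rose to 34 without MEF KO replicate 1 and 29 without MEF KO replicate 2. The day 3 count fell to 8 without D3 KO replicate 2, 14 without D3 WT replicate 3 and 15 without D3 WT replicate 2, and the day 5 count to 112 without D5 KO replicate 2. In iPSCs 511 were left without iPS KO replicate 1 and 611 without iPS WT replicate 2. In ESCs 100 were left without ESC KO replicate 2 and 127 without ESC WT replicate 2. The day 7 count ranged from 1342 to 1744 over the 6 fits that each left out 1 library.

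**Figure D1:**
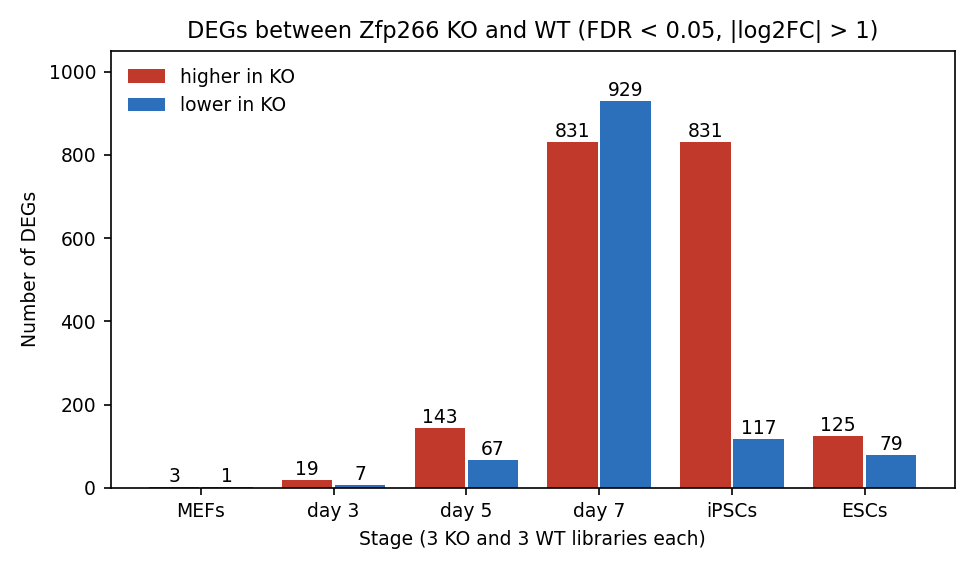
Number of DEGs at each stage (absolute log2FC above 1, FDR under 0.05), from DESeq2 with 3 libraries per group. Red bars are genes higher in KO and blue bars genes lower in KO, from 3 and 1 in MEFs to 831 and 929 at day 7.

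The direction of change differed between stages. Genes higher in KO made up 3 of 4 DEGs in MEFs (75%), 19 of 26 at day 3 (73.1%, 95% interval 52.2 to 88.4%), 143 of 210 at day 5 (68.1%, 61.3 to 74.3%) and 831 of 1760 at day 7 (47.2%, 44.9 to 49.6%). In iPSCs 831 of 948 DEGs were higher (87.7%, 85.4 to 89.7%), and in ESCs 125 of 204 (61.3%, 54.2 to 68.0%). With FDR alone the share in iPSCs was 59.5%. When only the libraries of the compared groups were fitted, the share at day 5 was 56.1%. Without D3 WT replicate 1 the share at day 3 was 41.2%, and without D3 KO replicate 2 it was 100%, so the direction at day 3 depended on single libraries. TMM size factors gave 51.0% at day 7.

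In MEFs the DEGs were Klhl42, Rab30, Fgfbp3 and Myo16, and all 4 met the naming rule. Klhl42 (ENSMUSG00000040102, chromosome 6, 147091379 to 147112778) rose from 1026 ± 25.7 to 2305 ± 363 normalised counts, with log2FC 1.17 (SE 0.13, DESeq2 FDR 2.13e-16). Rab30 (ENSMUSG00000030643, chromosome 7, 92741603 to 92844535) rose from 419 ± 34.8 to 1185 ± 177, with log2FC 1.501 (SE 0.17, FDR 2.99e-15). Fgfbp3 (ENSMUSG00000047632, chromosome 19, 36917550 to 36919615) rose from 59.5 ± 7.23 to 150.1 ± 50.5, with log2FC 1.34 (SE 0.22, FDR 1.12e-05), and fell short with the 6 MEF libraries alone (FDR 0.105). Myo16 (ENSMUSG00000039057, chromosome 8, 10153911 to 10634742) fell from 25.8 ± 7.53 to 6.40 ± 1.53, with log2FC -2.05 (SE 0.44, FDR 0.0121). Its call was lost in 3 of the fits that left out 1 library, with FDR up to 0.208 without MEF WT replicate 3, and in the fit of the 6 MEF libraries (FDR 0.620). It had no FDR without MEF KO replicate 1 or 2 and with the replicate block.

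At day 3 the 5 genes that met the naming rule were all higher in KO. Piwil2 (ENSMUSG00000033644, chromosome 14, 70372477 to 70429383) had 20.5 ± 10.8 normalised counts in WT and 192 ± 27.6 in KO, with log2FC 3.22 (SE 0.30, DESeq2 FDR 7.93e-23). Snx20 (ENSMUSG00000031662, chromosome 8, 88626563 to 88636128) had 37.7 ± 5.81 and 174 ± 28.5, with log2FC 2.20 (SE 0.23, FDR 5.04e-18). Suox, Erbb3 and Nod2 had log2FC 1.02, 1.51 and 2.03 with FDR 2.81e-08, 1.03e-07 and 8.95e-06. Of the other genes the study names, B3gnt3 rose from 117 ± 45.5 to 397 ± 36.8 (log2FC 1.77, FDR 0.0102), a call lost in 5 of the 6 fits that each left out 1 library (highest FDR 0.163). Dppa5a had 0 reads in the 3 WT libraries, where up to 3 reads cannot be excluded, and 0.835, 2.69 and 23.3 normalised counts in KO replicates 1, 2 and 3. Its FDR of 0.00723 became 0.623 without D3 KO replicate 3, 0.0774, 0.0783 and 0.114 without D3 WT replicates 1, 2 and 3, and 0.864 with edgeR, so the call was not stable. Nanog, Esrrb, Dppa2 and Tcl1 were not DEGs at day 3, with FDR from 0.380 to 1. Nanog, Dppa2 and Tcl1 had group means under 8 normalised counts, so a difference was hardly detectable at this depth.

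At day 5 Piwil2 had 219 ± 28.8 normalised counts in WT and 1793 ± 263 in KO (log2FC 3.04, SE 0.24, DESeq2 FDR 3.26e-32), and Snx20 had 89.9 ± 16.7 and 481 ± 72.9 (log2FC 2.42, SE 0.20, FDR 1.91e-29). Fgf4 (chromosome 7, 144847367 to 144865243) rose from 44.6 ± 15.4 to 289 ± 95.1 (log2FC 2.70, FDR 1.61e-28). Aldh2 and Tk1, which completed the 5 named by the rule, had log2FC 1.32 and 1.19 (FDR 2.11e-25 and 3.08e-25). The exons of both overlap a gene on the opposite strand, so their counts are uncertain if reads were assigned without regard to strand. Among the genes the study names, Tcl1, Nanog and Esrrb had log2FC 3.43, 1.44 and 1.14 (FDR 7.33e-20, 1.95e-14 and 7.33e-20). Dppa5a rose from 2.41 ± 2.60 to 123 ± 53.6 and Dppa2 from 0.344 ± 0.596 to 18.7 ± 3.02. Dppa5a has closely related copies in the genome, so its level is uncertain. B3gnt3 (log2FC 1.42, FDR 0.0161) lost its call in 4 of the 6 fits that left out 1 library, with FDR up to 0.129 without D5 WT replicate 3.

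At day 7 the genes with the lowest FDR under the rule were Suz12, Aldh2, Dppa4, Cd40 and Zdbf2. Suz12 (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123) rose from 3219.8 ± 309 to 7264 ± 532 normalised counts (log2FC 1.17, SE 0.06, DESeq2 FDR 1.45e-77). Dppa4 (chromosome 16, 48283733 to 48294237) rose from 53.7 ± 22.4 to 451 ± 105 (log2FC 3.07, FDR 4.69e-47). Cd40 (chromosome 2, 165055627 to 165072948) fell from 914 ± 49.1 to 277 ± 61.6 (log2FC -1.72, FDR 1.45e-40). Aldh2 and Zdbf2 had log2FC 1.77 and 1.96 (FDR 2.16e-48 and 7.90e-40). Suz12, Aldh2 and Zdbf2 overlap exons on the opposite strand and carry the same uncertainty about strand. Of the genes the study names, the 8 listed in the methods were higher in KO, with log2FC from 0.92 for Nanog to 3.30 for Dppa2, and Nanog alone was not a DEG, by its log2FC. The study names further genes, among them Pou5f1, which was looked up later. Its total count, transgene included, did not rise at day 7 (log2FC -0.03, FDR 0.857). At day 5 it was higher without passing the threshold (log2FC 0.22, FDR 0.235). The paper lists Pou5f1 with several other genes that rose more in KO. One of them, Piwil2, is among the 8 above and rose at day 7 (log2FC 2.13, DESeq2 FDR 4.75e-17). The rest are not given one by one here. Of the 25 genes in the pluripotency list, 24 were higher and 0 lower at day 7 past the FDR threshold. Pou5f1 therefore does not stand for the paper's list. Tcl1 (log2FC 1.11, FDR 0.00163) lost its call in 3 of the fits that left out 1 library (highest FDR 0.0584, without D7 KO replicate 2), and B3gnt3 (FDR 0.00991) in 2 (highest FDR 0.0693, without D7 WT replicate 3).

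**Figure D2:**
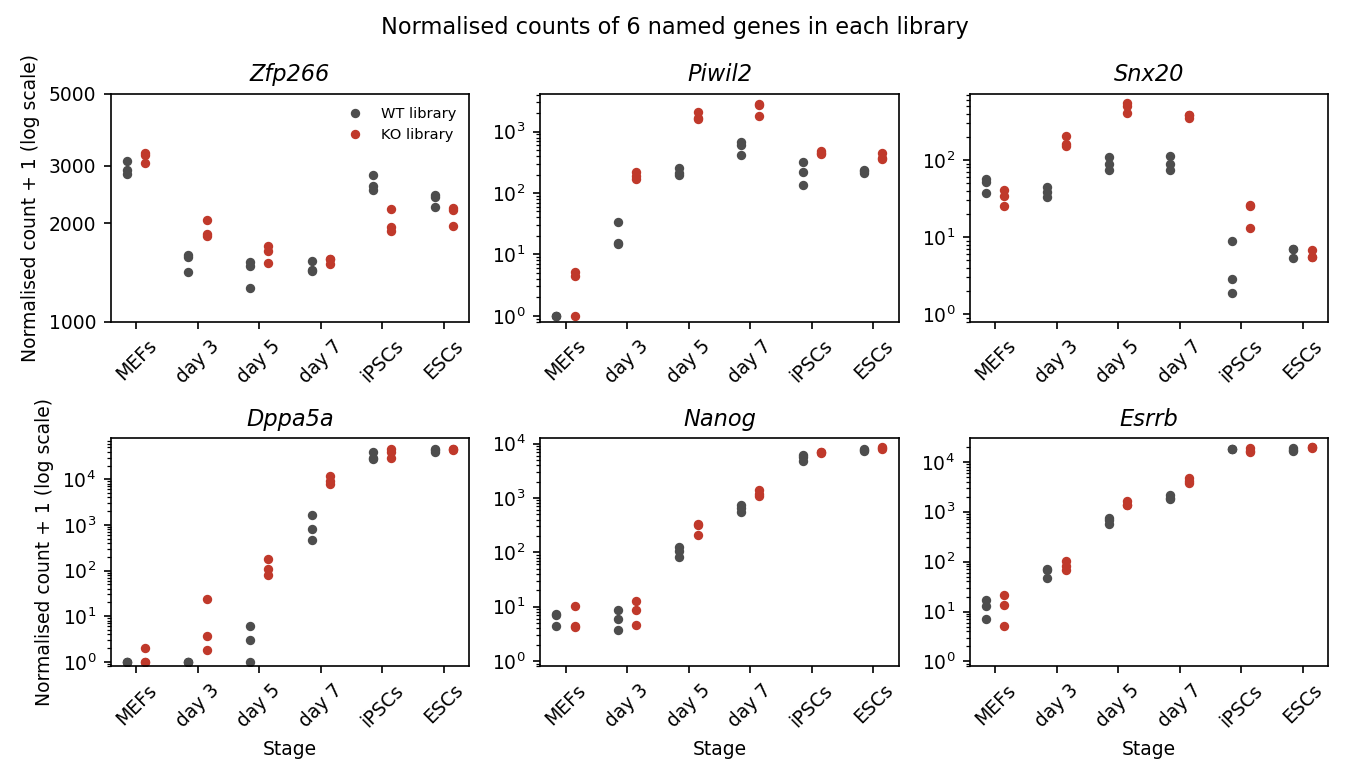
Normalised counts plus 1, on log axes, of 6 named genes in each library by stage, grey for WT and red for KO. Piwil2 had a mean of 1793 normalised counts in KO at day 5 against 219 in WT, while Zfp266 had at least 1266 in every library.

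To ask whether the KO shifted cells towards the pluripotent state, DEGs were compared with the 11867 genes that differed between WT ESCs and WT MEFs, of which 5565 were ESC-associated and 6302 MEF-associated. Of the DEGs higher in KO, 12 of 19 were ESC-associated at day 3 (63.2%, 95% interval 38.4 to 83.7%), against 23.7% of all genes tested (Fisher's exact p 0.000283). At day 5 the share was 119 of 143 (83.2%, 76.1 to 88.9%) against 24.7% (Fisher's exact p 2.60e-49), and at day 7 it was 575 of 831 (69.2%, 65.9 to 72.3%) against 25.8% (Fisher's exact p 5.73e-158). Of the DEGs lower in KO, 40 of 67 were MEF-associated at day 5 (59.7% against 30.3%) and 556 of 929 at day 7 (59.8% against 29.5%). The ESC-associated share was 66.7% at day 5 and 87.2% at day 7 with the fold-change threshold inside the Wald test.

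On the MEF-to-ESC axis, WT cells stood at 40.7 ± 0.914 at day 3, 45.4 ± 0.762 at day 5 and 49.1 ± 0.597 at day 7 (mean ± SD, n = 3 libraries), and KO cells at 41.1 ± 1.29, 49.4 ± 0.241 and 58.5 ± 1.51. The KO shift was 0.405 at day 3 (exact permutation p 0.800), 3.99 at day 5 (exact permutation p 0.1) and 9.32 at day 7 (exact permutation p 0.1). At days 5 and 7 all KO libraries stood above all WT libraries, which is the smallest p this design allows. Over the 3 days the mean shift was 4.57, with a stratified exact permutation p of 0.00200. The day 3 shift was within the spread between replicates and became -0.280 without D3 KO replicate 3 and -0.101 without D3 WT replicate 1. MEFs gave a shift of 2.23 (exact permutation p 0.1), of which MEF KO replicate 3, at 5.07, was the main part. Without it the shift was 0.815. The iPSC shift was 0.189 (exact permutation p 0.800) and the ESC shift 0.0982 (exact permutation p 1), both within the spread, and the iPSC shift was -0.708 with a pseudocount of 10.

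**Figure D3:**
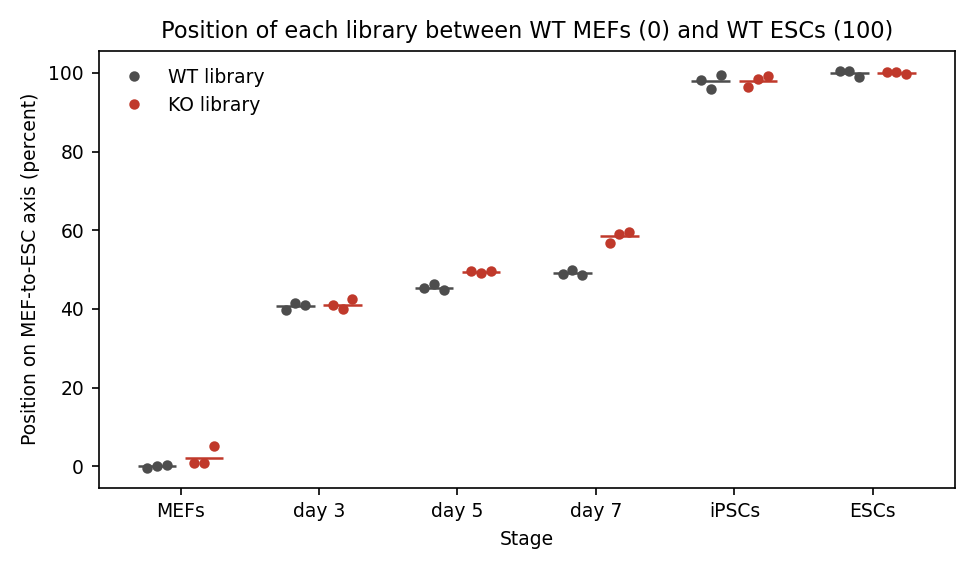
Position of each library on the MEF-to-ESC axis in percent, by stage, with grey points for WT, red points for KO and lines for group means. KO means were 49.4 at day 5 and 58.5 at day 7, against 45.4 and 49.1 in WT.

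Recurrence between stages was measured as the share of DEGs changed in the same direction. Of the 210 DEGs at day 5, 207 changed in the same direction at day 7 (98.6%), against 70.3% of all genes tested, and 153 were also DEGs at day 7, where 20.9 would be shared by chance. Of the 948 DEGs in iPSCs, 795 had the same direction in ESCs (83.9% against 67.2% of all genes tested), and 97 were also DEGs in ESCs against 11.5 by chance. No library is shared between the comparisons in these pairs. Fitting only the compared groups gave 92.7% for iPSCs in ESCs. The shares were lower between reprogramming and the pluripotent cells. Of the DEGs at day 7, 49.6% had the same direction in iPSCs (49.4% of all genes tested) and 50.8% in ESCs (52.5%), while 46.3% of iPSC DEGs had the same direction at day 7. More DEGs were shared than by chance all the same. Day 7 and iPSCs shared 166 DEGs against 79.4 by chance, 107 of them in the same direction. Day 7 and ESCs shared 49 against 21.3, 25 of them in the same direction. Of the DEGs at day 5, 56.7% had the same direction in iPSCs (48.2%), 61.0% in ESCs (54.5%) and 48.1% in MEFs (47.8%). Day 5 shared 18 DEGs with iPSCs against 11.3 by chance, and 3 with ESCs against 2.54.

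In iPSCs the genes named by the rule were Zc3hav1, Id2, Atp9a, Map2 and Lpar1. Zc3hav1 (ENSMUSG00000029826, chromosome 6, 38305286 to 38354603) rose from 413 ± 88.0 to 1379 ± 475 normalised counts (log2FC 1.74, SE 0.16, DESeq2 FDR 4.47e-24), and had log2FC 0.10 in ESCs (FDR 0.760). Id2 (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) fell from 783 ± 134 to 299.5 ± 69.2 (log2FC -1.38, SE 0.13, FDR 4.47e-24) and also fell in ESCs (log2FC -0.87, FDR 7.62e-10). Atp9a, Map2 and Lpar1 had log2FC 1.46, -1.30 and 1.45 (FDR 1.65e-19, 2.25e-18 and 4.43e-16), and Map2 overlaps an exon on the opposite strand. In ESCs the rule gave Pramef8, Slc7a1, Nupr1, Mthfd2 and Aldh18a1, all higher in KO. Pramef8 (log2FC 1.45, FDR 3.00e-22) belongs to a multigene family and its level is uncertain. Slc7a1 (ENSMUSG00000041313, chromosome 5, 148327410 to 148399904) rose from 938 ± 68.5 to 2825 ± 666 (log2FC 1.59, SE 0.15, FDR 1.19e-21). Nupr1, Mthfd2 and Aldh18a1 had log2FC 2.43, 1.28 and 1.31 (FDR 6.62e-18, 8.90e-16 and 1.10e-13). The WT ESC libraries were 3 samples of 1 line and the KO ESC libraries 3 clones, so differences between clones and the effect of the KO were not separated by these comparisons. The gene with the lowest FDR among all iPSC DEGs, chosen after its values were seen, was Gm34425 (FDR 1.93e-40), with 218 normalised counts in iPS WT replicate 1 and 0 in the other 5 libraries, so 1 library decided it.

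Differences between KO effects were tested as interactions. The effect at day 7 differed from that at day 3 for 729 genes (341 more positive at day 7, 388 more negative). The effect at day 3 differed from that in MEFs for 9 genes, and the effect in iPSCs differed from that in ESCs for 97 genes, of which 90 were more positive in iPSCs. For D3 vs MEF, the fit with the replicate block gave 16 genes, and counts of 5 without MEF WT replicate 3, 15 without MEF KO replicate 1 and 17 without MEF KO replicate 2 were found. For iPSCs against ESCs, only the libraries of the groups compared gave 23 genes and edgeR 31, while leaving out single iPSC libraries gave from 57 (without iPS KO replicate 1) to 240 (without iPS KO replicate 3), including 148 without iPS WT replicate 1, 185 without iPS KO replicate 2 and 232 without iPS WT replicate 3. The count for day 7 against day 3 stayed between 491 and 785 when single libraries were left out.

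The gene lists gave counts past FDR 0.05 over all genes, with counts adjusted over the list alone beside them. Of 25 pluripotency genes, which include genes the study picked from these libraries and so are not independent evidence, 3 were higher and 1 lower in KO at day 3 (8 and 2 adjusted over the list alone), 19 higher at day 5 (21 higher and 1 lower adjusted over the list alone) and 24 higher at day 7 (24 adjusted over the list alone). In iPSCs 3 were higher and 2 lower and in ESCs 2 were higher, with the same numbers adjusted over the list alone. In MEFs 0 passed, and 1 had an unadjusted p below 0.05. At day 3, 1 gene passed without D3 WT replicate 3 and 2 without D3 KO replicate 2. In ESCs 0 passed without ESC KO replicate 3, ESC WT replicate 1 or ESC WT replicate 3, and 1 without ESC KO replicate 2 or ESC WT replicate 2. Fitting only the compared groups gave 11 pluripotency genes in ESCs, so the count there was not settled. Of 25 fibroblast genes, 12 were lower and 2 higher at day 7 (15 and 2 adjusted over the list alone), with 9 past the threshold without D7 KO replicate 2 or any 1 of the D7 WT replicates. At day 5 1 was lower, in iPSCs 3 were higher and 2 lower, in ESCs 2 higher and 1 lower, each also adjusted over the list alone. In MEFs and at day 3 0 passed, with 2 and 1 below an unadjusted p of 0.05, and 1 was higher at day 3 adjusted over the list alone. Without ESC WT replicate 2 the 3 in ESCs became 1, while the 5 in iPSCs became 8 without iPS WT replicate 3 and 3 without iPS KO replicate 1. The gene at day 5 was lost without D5 KO replicate 2 or 3 and without D5 WT replicate 1 or 2.

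Of 20 epithelial genes, 3 were higher and 4 lower at day 7 (3 and 5 adjusted over the list alone), 1 was higher at day 5 (1 higher and 1 lower adjusted over the list alone), and 5 were higher and 1 lower in iPSCs (5 and 1 adjusted over the list alone), a count that fell from 6 to 2 without iPS KO replicate 3 or iPS WT replicate 2. The gene at day 5 was lost without D5 KO replicate 1 or 2 and without D5 WT replicate 1 or 3. Fitting only the compared groups gave 9 at day 5, 14 at day 7 and 1 in iPSCs, and the replicate block gave 5 at day 5. The other stages had 0, with 0 in MEFs, 4 at day 3 and 1 in ESCs at an unadjusted p below 0.05. Of 20 p53 target genes, 1 was higher at day 5 (2 adjusted over the list alone), 2 higher and 5 lower at day 7, 2 higher in iPSCs (the same adjusted over the list alone), and 1 higher in ESCs (0 adjusted over the list alone). The 7 at day 7 became 2 without D7 KO replicate 2 or D7 WT replicate 1, 3 without D7 WT replicate 3 and 4 without D7 KO replicate 1 or 3. The 2 in iPSCs became 6 without iPS WT replicate 1. The gene in ESCs was lost without ESC KO replicate 1 or 3 and without ESC WT replicate 1 or 2, and the gene at day 5 was lost in all 6 fits that left out 1 library. Fitting only the compared groups gave 12 p53 target genes at day 7 and 5 at day 5. MEFs and day 3 had 0, also at an unadjusted p below 0.05. Of 25 imprinted genes, 9 were lower and 1 higher at day 7 (10 and 1 adjusted over the list alone), with 4 left without D7 WT replicate 1 and 6 without D7 KO replicate 2. In iPSCs 3 were higher and 3 lower, and in ESCs 1 and 1, also adjusted over the list alone. MEFs, day 3 and day 5 had 0, with 3, 1 and 5 at an unadjusted p below 0.05, 1 in MEFs adjusted over the list alone, and 1 past FDR 0.05 at day 5 without D5 KO replicate 1. Of 20 interferon response genes, 18 were in the table. There were 5 higher at day 7, 2 in iPSCs (1 adjusted over the list alone), 1 at day 3 (2 adjusted over the list alone) and 1 at day 5, with 1 higher and 1 lower in ESCs. In MEFs 0 passed and 3 had an unadjusted p below 0.05. At day 3 0 passed without D3 KO replicate 2, in ESCs 0 without ESC KO replicate 2 or ESC WT replicate 1 and 1 without ESC WT replicate 2 or 3, and in iPSCs 0 without iPS KO replicate 1 and 1 without iPS WT replicate 1 or 2.

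As a check on the clones, the log2 expression of genes with a mean of at least 50 normalised counts was compared with the WT ESC mean, chromosome by chromosome, in the 12 iPSC and ESC libraries. The median over 742 genes of chromosome 8 was 0.55 in iPS WT replicate 1 and 0.51 in iPS KO replicate 2. It lay between -0.01 and 0.04 in the other 10 libraries. In the 2 raised libraries the medians of the other autosomes lay between -0.05 and 0.07.

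**Figure D4:**
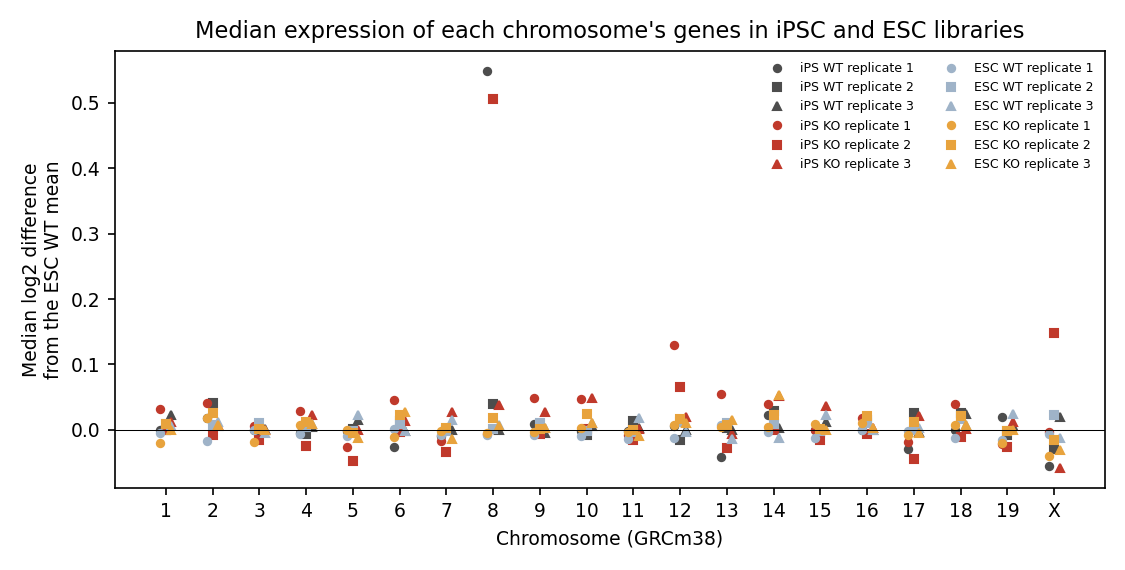
Median log2 difference from the WT ESC mean over the genes of each chromosome, with a point for each of the 12 iPSC and ESC libraries. On chromosome 8, iPS WT replicate 1 stands at 0.55 and iPS KO replicate 2 at 0.51, apart from the other 10 libraries.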

Values the study reported

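The study reported 4 DEGs between Zfp266 KO and wild-type MEFs, and 24, 222 and 1761 DEGs at day 3, day 5 and day 7 of reprogramming. Of the DEGs at day 3 and day 5, it gave 75% and 67% as upregulated. Genes higher in ESCs than in MEFs made up 11 of 18 upregulated DEGs at day 3, 120 of 149 at day 5 and 575 of 835 at day 7. For iPSCs the study counted 956 DEGs, and for ESCs 206.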

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

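The tests of depth, of leaving out each iPSC library, of splits by same-numbered pairs, of expression in MEFs gene by gene, of residual MEFs, of the path from MEF to ESC and of TMM size factors for Zfp266, and the grouping of stages in the Zfp266 contrast, were chosen only after the result was seen.

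The effect of the KO differed between day 7 and day 3 of reprogramming for 729 genes, by the DESeq2 interaction test (FDR < 0.05, log2 difference > |1|). In fits of the 12 libraries concerned, 9 of 100 splits within both stages, the real one with 797 genes among them, gave as many. All 9 kept the real groups at day 7, so they still held the day 7 effect, and 0 of the 80 splits that regrouped both stages came near (at most 72 genes). The 8 draws that regrouped both days and parted all 3 same-numbered pairs, as the real split does, gave at most 1 gene. Deeper libraries do not account for the difference, since the mean total at day 7 was 0.907 times that at day 3. Tighter replicates do not either. The median within-group SD at day 7 was 0.999 times that at day 3, while the SD of the KO effects was 2.62 times larger. With the replicate block, 761 genes were found without and 781 with a correction for GC content and length, and TMM size factors gave 712. MEFs left among the sorted WT cells could account for a fall of no more than their own share. Of 20 abundant MEF transcripts, the lowest 3 stood at 1.53% of the MEF level or less in WT cells at day 7, and the median stood at 6.17%. The 556 MEF-associated DEGs lower in KO fell by a median of 29.1% of the MEF level. The lowest 3 bound the share of residual MEFs only if these kept the levels of the MEF libraries. Per the paper, the reprogramming MEFs were mixed with an excess of other MEFs and kept in reprogramming medium. Whether levels stayed the same there was not tested. A difference in progress also stays open. Of the 1760 DEGs at day 7, 1563 (88.8%) changed in the direction of WT ESCs against WT cells at day 5, compared with 72.1% of all genes tested. Set against WT cells at day 7, the DEGs at day 5 gave 77.1% (58.6% of all genes tested), but those at day 3 gave 46.2% (55.7%). At day 7 this is consistent with KO cells being further along the path from MEF to ESC by day 7, a hypothesis found and tested on the same data. Whether more cells progressed or each cell progressed further cannot be read from pooled RNA.

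The effect at day 3 differed from that in MEFs for 9 genes, which were Arhgef39, Lrmp, Klhl42, Klc3, Rab30, Erbb3, Snx20, B3gnt5 and Fgfbp3. Of 100 splits within both stages, 13 gave as many genes, counting the real one, and 9 of these regrouped both stages, with 15 to 39 genes. All 9 used the split of day 3 that groups D3 WT replicate 1 with D3 KO replicates 1 and 2, which keeps 2 of the 3 same-numbered pairs together. Among the 30 draws whose day 3 regrouping parted all 3 pairs, as the real one does, at most 3 genes were found, and the fit with the replicate block gave 16. Only 3 such regroupings of day 3 exist, too few to exclude chance, so the count is left open and no cause is claimed. A lack of expression in MEFs was not the reason for 8 of the calls, as these genes had at least 24.4 normalised counts in every MEF library. Lrmp had 0 to 12.7 in MEFs, so for it this stays open. Correcting for GC content and length in the fit with the replicate block left 16 genes, the number of that fit without the correction. A response to DNA cutting by Cas9 would raise p53 target genes. Of 20, 7 were higher and 13 lower in KO at day 3 (median log2FC -0.04), and 5 were higher and 15 lower in MEFs (median -0.11). At both stages 0 passed the threshold, so the list showed no rise at either. Its genes were not tested for a difference between the stages, so these values do not decide whether such a response shaped the count. The effects of a gene expressed only under reprogramming conditions stay open and were not tested.

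The effect in iPSCs differed from that in ESCs for 97 genes, of which 90 were more positive in iPSCs. In fits of the 12 libraries, 19 of 100 splits, the real one with 23 genes among them, gave as many. Of these, 7 regrouped both stages, and the highest had 84 genes, so the count is not separated from differences between single clones. Chromosome 8, which was raised in 1 clone of each genotype, held 5.15% of the 97 genes against 5.06% of all genes tested. A correction for GC content and length gave 113. Neither accounts for the count. Leaving out iPS WT replicate 2 left 79 genes, but the count depended on the other iPSC libraries. It was 57 without iPS KO replicate 1, 148 without iPS WT replicate 1, 185 without iPS KO replicate 2, 232 without iPS WT replicate 3 and 240 without iPS KO replicate 3, so the influence of a single clone stays open. Of the iPSC DEGs, 83.9% had the same direction in ESCs. Since each genotype has its own clones, a KO effect specific to iPSCs and chance differences between clones cannot be told apart, and more clones of each genotype would be needed.

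The Zfp266 transcript itself responded differently in clones and in cell populations. The mean KO effect in iPSCs and ESCs minus that in MEFs and at days 3, 5 and 7 was -0.44 on the log2 scale (SE 0.07, DESeq2 FDR 1.30e-09). In iPSCs and ESCs all 3 KO libraries were below all 3 WT libraries, while at day 3 all 3 were above. In MEFs and at days 5 and 7 the KO and WT libraries overlapped (DESeq2 FDR 0.717, 0.124 and 0.578). Taken alone, the fall in ESCs did not pass the threshold (FDR 0.197), and the rise at day 3 lost its call with edgeR (FDR 0.0834). The difference between clones and populations was -0.46 with TMM size factors and -0.45 after the correction for GC content and length, so neither produced it. A candidate explanation is that clones carry a few fixed indels that lower the transcript, whereas populations carry a mixture of them. The indels of each sample were not analysed here, and clone-to-clone differences stay open.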

How the results depend on the processing

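The replicate block did not apply alike to all stages. Same-numbered libraries deviated together at day 3 and day 7. At day 5 their correlations across genes were 0.0897 to 0.268, above those of different numbers, so pairing there stays open. The correlations were -0.0248 to 0.0204 in MEFs, -0.142 to 0.259 in iPSCs and -0.0275 to 0.0129 in ESCs, where libraries share only a number. The fit with the replicate block gave 25 DEGs at day 3 and 1633 at day 7, and 6 in MEFs, 202 at day 5, 801 in iPSCs, 201 in ESCs, 10602 for ESC vs MEF and 761 and 139 genes for the interactions D7 vs D3 and iPS vs ESC. It moved the interaction D3 vs MEF from 9 to 16 genes, the ESC-associated share of DEGs higher at day 7 to 65.4%, and the shares higher in KO to 84.5% in iPSCs and 100% in MEFs. It moved no other DEG count by over 1.5 times, moved 8 counts of list genes, and changed no call of a named gene that kept an FDR. With sign flips within replicate number, the combined axis shift of the 3 days had an exact permutation p of 0.0156. With the GC content and length correction and the replicate block, chosen after seeing the data, D3 vs MEF was 16, iPS vs ESC 152, and the share higher in KO 84.5% in iPSCs and 100% in MEFs. With the correction alone, run for DEG and interaction counts and shares higher in KO, no such count moved by over 1.5 times.

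The treatment of the fold-change threshold moved many of the counts, by its construction. FDR alone gave 9 genes in MEFs, 79 at day 3, 1265 at day 5, 6177 at day 7, 3436 in iPSCs and 1706 in ESCs, and interactions of 2303 (D7 vs D3), 24 (D3 vs MEF) and 242 (iPS vs ESC). The MEF-associated share at day 5 was then 72.1%, the same-direction shares 95.8% (day 5 in day 7) and 86.6% (iPSCs in ESCs), and the share higher in iPSCs 59.5%. The threshold inside the Wald test left 0 genes in MEFs, 2 at day 3, 9 at day 5, 132 at day 7, 22 in iPSCs and 2 in ESCs. There the ESC-associated shares were 66.7% at day 5 and 87.2% at day 7, the MEF-associated share at day 7 46.7%, the same-direction shares 100% and 95.5%, and the shares higher in KO 100% at day 3, day 5 and in ESCs, 88.6% at day 7 and 90.9% in iPSCs.

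Among the other alternatives, edgeR gave 11 DEGs at day 3, 5 and 31 genes for D3 vs MEF and iPS vs ESC, a MEF-associated share of 55.9% at day 7, a same-direction share of 86.5% for iPSCs in ESCs, and shares higher in KO of 90.9% at day 3 and 50.7% at day 7. TMM size factors gave 51.0% at day 7, so whether more genes rose or fell there was not settled. Only the libraries of the groups compared gave 342 DEGs in iPSCs (333 of them among the 948), 23 genes for iPS vs ESC, ESC-associated shares of 72.9% at day 5 and 64.2% at day 7, a same-direction share of 92.7% for iPSCs in ESCs, and shares higher in KO of 56.1% at day 5, 53.01% at day 7, 68.9% in ESCs and 100% in MEFs. In that fit 70 of the 948 iPSC DEGs had no FDR. The iPSC axis shift reversed to -0.638 over all genes and -0.708 with a pseudocount of 10, with exact permutation p of 0.600 in both. The cause was not tested for any of these. The main fit used 1 dispersion per gene for all groups, while replicates varied most in iPSCs. Their median within-group SD was 0.199 on the log2 scale, against 0.154 in MEFs, the next highest. The iPSC counts of the main fit may therefore be too high. The filter on low counts moved no DEG, interaction or list count by over 1.5 times. Neither did no independent filtering with no Cook's cutoff for the 6 KO against WT DEG counts, nor leaving out chromosome 8 for the iPSC DEG count and iPS vs ESC, and these 2 were run for no other counts.

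Across fits that each left out 1 library, DEG counts ranged from 3 to 34 in MEFs, 8 to 34 at day 3, 112 to 223 at day 5, 511 to 1089 in iPSCs and 100 to 243 in ESCs, 6 fits each. In the 12 fits per interaction, D3 vs MEF ranged from 5 to 17 genes and iPS vs ESC from 57 to 240. Shares higher in KO ranged from 75 to 100% in MEFs, 41.2 to 100% at day 3, 61.4 to 75.9% at day 5, 45.7 to 51.0% at day 7 and 82.6 to 88.2% in iPSCs. MEF-associated shares ranged from 51.7 to 74.1% at day 5 and 59.4 to 66.3% at day 7, and same-direction shares from 95.8 to 99.0% for day 5 in day 7 and 79.6 to 86.6% for iPSCs in ESCs. Axis shifts ranged from -0.280 to 1.00 at day 3, -0.676 to 0.248 in ESCs and -0.805 to 1.00 in iPSCs, so these had no stable sign. The combined shift of the 3 days stayed between 4.34 and 4.86, with exact permutation p up to 0.00350. The log2FC of Tcl1 at day 3 ranged from -1.89, without D3 KO replicate 3, to 2.34.

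Among named genes, 23 fits that left out 1 library and 4 other settings took a call past the threshold to below it, and 8 fits gave no FDR. Counts of list genes moved in 51 fits that left out 1 library and 40 other settings. Of these, 20 came from fitting only the groups compared, and they went both ways. Pluripotency genes past FDR 0.05 became 11 in ESCs and 2 in iPSCs. Epithelial genes became 1 at day 3, 9 at day 5, 14 at day 7, 1 in ESCs and 1 in iPSCs, and p53 target genes 5 at day 5, 12 at day 7, 4 in ESCs and 1 in iPSCs. Fibroblast genes became 1 at day 3, 4 at day 5 and 1 in iPSCs, imprinted genes 1 at day 3, 4 at day 5, 4 in ESCs and 1 in iPSCs, and interferon response genes 3 at day 5 and 0 in iPSCs. The replicate block gave 2 epithelial genes at day 3, 5 at day 5 and 1 in ESCs, 2 fibroblast genes at day 5, 2 imprinted genes at day 5 and 5 in ESCs, and 2 p53 target genes at day 5 and 2 in ESCs. With edgeR, pluripotency genes were 1 at day 3 and 1 in ESCs, fibroblast genes 0 at day 5 and 1 in ESCs, imprinted genes 1 in ESCs and 3 in iPSCs, p53 target genes 0 at day 5 and in ESCs, and interferon response genes 0 in ESCs and 1 in iPSCs. TMM size factors gave 2 p53 target genes at day 5 and 2 in ESCs. The cause was not tested. Depth limits the lowest genes, such as Dppa2 and Dppa5a at day 3, where 3 reads cannot be told from 0.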

Other observations

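The tests of the other autosomes and of an extra chromosome, both tests of Meg3, those of independent calls, culture and the transgene, and the list of ATF4 target genes, were chosen only after the result was seen.

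For each DEG count, the 6 libraries were regrouped in every way, and fits of those 6 libraries were counted. With 10 splits the share cannot fall under 0.1. The real split alone gave the most DEGs, 1 of 10 splits, in MEFs, at day 5, at day 7, in iPSCs, in ESCs and for ESC vs MEF. At day 3, 2 of 10 splits gave as many as the real one, which gave 19. The other grouped D3 WT replicate 1 with D3 KO replicates 1 and 2 and gave 23. By FDR alone the order was the opposite, with 308 genes for the real split and 150 for the other. The split that gave 23 parted 1 of the 3 same-numbered pairs. Apart from the real split, those that parted all 3 pairs gave 0 DEGs at day 3 and at day 7. The fit with the replicate block gave 25 DEGs at day 3. Whether the split that gave 23 follows a batch is not known, as the labels give none.

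In iPS WT replicate 1 and iPS KO replicate 2, genes along chromosome 8 were raised. The medians were 0.55 and 0.51 on the log2 scale, against -0.01 to 0.04 in the other 10 iPSC and ESC libraries. A few abundant genes did not produce this, since at least 86.3% of 742 genes were above the WT ESC mean. Size factors did not, since the other autosomes reached 0.0658 at most. A single segment did not, since the lowest median of 4 equal parts of the chromosome was 0.445. An extra copy would give 0.58, and the lower of the medians, 0.51, is close to it. Trisomy 8 in most cells of these clones is a candidate explanation, and no DNA was analysed here. As 1 clone of each genotype was affected, it does not follow the genotype.

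In ESC KO replicate 1, Meg3 had 38.6 normalised counts, Rian 62.8 and Mirg 0, genes noticed after their values were seen, which share the imprinted Dlk1-Dio3 locus on chromosome 12. The other KO clones had 3094 and 2625 for Meg3, and the WT libraries 5553 to 7736. The library was not shallow, with 33823310 counts, and chromosome 12 was not lost, with a median of 0.00738. Loss of imprinting at this locus in 1 clone might account for it, which was not tested, and no biological explanation by genotype was tested on a single clone.

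Slc7a1, Nupr1, Mthfd2 and Aldh18a1, raised in KO ESCs, are known targets of ATF4, the factor of the amino acid response. A list of 28 further ATF4 targets, written without those 4, had 23 higher past FDR 0.05 in KO ESCs and 0 lower, with a median log2FC of 0.76, and 18 to 24 higher across the fits that each left out 1 library. In KO iPSCs 16 were higher and 0 lower. In MEFs 0 moved, at day 3 1 was lower, at day 5 1 was higher and 2 lower, and at day 7 18 were lower. The data are consistent with a shared amino acid response in KO clones. Culture that differed between KO and WT cells, such as density or medium, cannot be told apart from the genotype here, because the 2 go together. In ESCs this also holds for transfection and cloning. Per the paper, the KO ESCs were transfected and grown from single cells, while the WT libraries came from 1 line.

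Several genes moved the same way in many comparisons. Higher in KO past FDR 0.05 in at least 4 of the 6 comparisons were 40 genes, where independent calls would give 1.07, and lower were 10, where they would give 0.339. The 4 genes higher in 5 comparisons, chosen by this count, were Inpp5d, Gpa33, Wdtc1 and Piwil2, and Sh3rf3 was lower in 5. For all 5 the comparison that fell short was MEFs. Piwil2 had 0 counts in WT MEFs and a mean of 2.56 in KO MEFs (log2FC 3.28, DESeq2 FDR 0.527), so an effect there was hardly detectable. The log2FC in MEFs was -2.84 for Gpa33 (FDR 0.582), and 0.16, 0.03 and -0.06 for Inpp5d, Wdtc1 and Sh3rf3. The expected numbers treat the comparisons as independent and give every gene the same rate of calls. KO effects recurred between stages, so the excess says little beyond that recurrence. Direct targets of ZFP266 might be among these genes, which was not tested with binding data.

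At day 7, the total counts of Klf4, Sox2 and Myc were lower in KO, with log2FC -0.68, -0.51 and -0.68 (DESeq2 FDR 0.00118, 0.0101 and 0.00212, 3 libraries per group), genes looked up after the lists were set. TMM size factors left falls of at least -0.48. Pou5f1 showed -0.0347 (FDR 0.857). All 4 come from the transgene and from endogenous genes, and rising endogenous Pou5f1 could mask a lower transgene. Lower transgene expression in KO cells and other causes cannot be told apart, because gene counts do not separate the sources.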
